A study of Escherichia coli with 29 samples. Its data were reported in "A conserved mechanism drives partition complex assembly on bacterial chromosomes and plasmids" (2018).

How the data were processed

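The series holds ParBF chromatin immunoprecipitation followed by sequencing (ChIP-seq) from Escherichia coli. ParBF is the DNA binding protein of the F plasmid partition system and parSF is its centromere, a block of repeats to which ParBF binds specifically. Of the 29 libraries, 16 were made from DNA precipitated with an antibody against ParBF (IP) and 13 from DNA of the same kind of lysate without precipitation (input). Cells were fixed with formaldehyde and sonicated, and libraries were sequenced on an Ion Proton instrument.

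The deposited values are coverage: a whole-number depth at each base of a reference, the chromosome plus any plasmid the strain carried. These are called strain references here, but most libraries, DLT2075 and DLT2076 included, have a chromosome of the same length, 4613340 bp. DLT3548 has 4613340 bp in M9 and 4613018 bp in LB. Whether the reference used for DLT2076 holds parSF reversed was not examined. As the methods of the study describe, the authors mapped the reads with TMAP in the Torrent Suite and computed depth per base with bedtools genomecov, each read being extended to the mean fragment size of its library. This signal was deposited without scaling between libraries, without background subtraction and without pooling of replicates. The chromosome build behind the strain references is not given in the sources used here, and positions are those of the deposited files, counted from 1. The depth was checked against the labels: summed over each library it came to 0.933 to 1.01 times the stated number of reads multiplied by the stated fragment size. Because each read was lengthened to one fragment, features narrower than a fragment are smoothed, and the edge of the parSF peak runs about 1 fragment length into the flanks. Depth at a sequence present on both the chromosome and a plasmid depends on where the aligner placed the reads.

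Read totals in the labels were 11.7 to 32.5 M for IP and 2.51 to 7.80 M for input. Mean chromosome depth was 408 to 2001 in IP and 115 to 355 in input, and mean fragment sizes ran from 196 to 303 bp. IP values are therefore more precise than input values, and ratios of IP to input carry mainly the error of the input. Intervals given for single libraries are exact 95% Poisson intervals on the number of fragments in the window. They cover counting error only, since amplified fragments are not independent molecules.

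Distances were counted from the right end of the parSF repeats. That end is not marked in the deposited depth, so it was set 200 bp to the right of the midpoint of the narrow parSF peak of the ParBF-3R* libraries, where the peak was taken at 10% of its height. The midpoints of the 2 ParBF-3R* libraries were 4212751 and 4212760, which put the right end of parSF at position 4212955 and the true end may lie somewhat to either side. For strains whose reference has another length the same point was carried over by the difference in length, and on the F plasmid it was placed relative to the highest depth. Background was the median depth 25 to 60 Kbp from parSF on both sides (25 to 45 Kbp on the F plasmid). ParB density was the depth minus background, divided by the same difference at the right end of the repeats, as in the methods of the study. The parSF window ran from -400 to 0 bp, the right flank from 200 to 9000 bp and the left flank from -5500 to -900 bp. The power law A0/(A1 d + 1)^1.5, with d the distance in Kbp, was fitted by least squares to the density from 0 to 10 Kbp. The extent of binding was the outermost bin of 500 bp reached from parSF before 2 consecutive bins fell below the background mean plus 3 SD. Dips were the log2 of the density in 100 bp over the mean of windows 500 bp to either side. The position of each dip was the minimum of DLT2075 at 100 µM IPTG, within 700 to 1500 bp for locus C and within -6800 to -5600 bp for locus A, and that library was left out of the tests. Away from parSF, the ratio of IP to input was taken in bins of 1000 bp more than 50 Kbp from parSF and called at 2 times the median ratio of the pair.

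Groups were taken from the labels. There are 27 groups of libraries, and the rifampicin treated strain alone has replicates, 2 IP and 2 input libraries. IP was set against input in 13 pairs of the same title, 12 of them with parSF on the chromosome. The design written beforehand counted 12 pairs in all. The 3 IP libraries without an input were left out of those pairs. Both libraries of a pair share a title, a strain and a culture condition, which is where the pairing comes from, and were taken to come from the same culture. Paired differences were tested with a two-sided exact sign-flip permutation test, and 2 sets of libraries with a two-sided exact permutation test of the difference of means. Tests with 10 or more values in each group, and rank correlations, used 100000 random permutations. Benjamini-Hochberg adjustment was applied within each family of tests. Conditions with 1 library each were not tested against each other. The spread between both rifampicin replicates served as the measure of replicate error, since these are the only IP libraries that the labels give as replicates of one group. The study also treats DLT3567 as a replicate of DLT2075, which the labels do not, so it was kept as a group of its own. For the ParBF-mVenus library in M9 medium, the strain named in the labels differs from that in the title and the deposited file name gives LB. Its identity rests on the title and the growth protocol. The study also lists an M9 library of DLT3548 with the same mean fragment size. Sequencing chips are named in the deposited file names for most libraries, not in the labels, and comparisons were repeated within a chip where it held libraries of both kinds.

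The measures, windows, tests and most alternatives were chosen before the data were examined. So was the rule for the items named: the loci A to F of the study near parSF, and elsewhere the 5 bins with the highest mean log2 ratio of IP to input over the pairs with parSF on the chromosome. Of those loci, A and C were measured on their own, and B, D, E and F were not. Alternatives were another scaling of the libraries, background from the whole chromosome or from the scaled input, density set to 1 over the parSF window or at 200 to 260 bp, other windows, fit ranges and bin sizes, and leaving out a replicate. Alternatives added after the data were seen were differences of densities for both dips, rifampicin set against 500 µM IPTG, the titrated signal on the density scale, a free exponent from 0.5 to 9 Kbp, the other scales of density for flanks of single strains, and the comparison of flank differences with the rifampicin replicates under each setting. The 5 bins have no gene names here because no annotation of the strain references was used.

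Calculations were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots with matplotlib 3.10.9. The procedures were tested on simulated data. With 200 bins raised 3 times among 4613 in Poisson counts at the mean depth of DLT2075 at 100 µM IPTG, 100% were recovered and 0 other bins were called. These counts carry counting error only, not the other unevenness of real libraries. A simulated decline with A0 0.45 and A1 0.2 per Kbp gave fitted values of 0.454 and 0.200. Simulated extents of 5 Kbp on the left and 8 Kbp on the right were found at 5 and 8 Kbp. Among 400 draws without an effect, the sign-flip test over 10 libraries passed 0.05 in 4.75% and the test of 2 against 11 libraries in 3.75%.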

Results

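ParBF binding was measured by ChIP-seq on 2 kinds of DNA molecule, the F plasmid derivative F1-10B and the E. coli chromosome with parSF inserted at the xylE locus. The 29 libraries comprised 16 IP and 13 input libraries. On the chromosome, strain DLT2075, which expresses ParBF from an IPTG-inducible promoter, was grown with 0, 100 or 500 µM IPTG, with rifampicin (Rif), an inhibitor of RNA synthesis, or to stationary phase (Stat). Further strains carried parSF in the reversed orientation (DLT2076), ParBF expressed in trans from a plasmid (DLT3567), ParBF fused to the fluorescent protein mVenus (DLT3548, in LB and in M9 medium), high-copy-number plasmids with parSF that titrate ParBF (DLT3508 and DLT3509), the box II variant ParBF-3R* with and without mVenus (DLT3566 and DLT3726), or a replacement of locus A, a promoter region to the left of parSF (DLT3651). IP libraries held 11.7 to 32.5 M reads and a mean chromosome depth of 408 to 2001. Input libraries held 2.51 to 7.80 M reads and a mean depth of 115 to 355. By the labels, every condition was sequenced once as IP except Rif, with n = 2, so values of the other conditions are single measurements. The labels of the ParBF-mVenus library in M9 do not all match each other, and its title was used.

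The series compares input with IP. In the parSF window, the 400 bp up to the right end of the repeats, depth relative to the library total was higher in IP in 13 of 13 pairs. The mean log2 ratio was 4.15 ± 1.39 (SD, n = 13 pairs), with a range of 2.15 to 6.68. On the right flank, from 200 to 9000 bp, the mean log2 ratio was 1.88 ± 1.34 (SD, n = 13), above 0 in 13 of 13 pairs. On the left flank it was 1.90 ± 1.28 (SD, n = 12), above 0 in 12 of 12 pairs. Two-sided exact sign-flip permutation tests gave p = 0.000244 for parSF and for the right flank and p = 0.000488 for the left flank, in each case the smallest p the design allows. Benjamini-Hochberg adjustment over the 3 windows gave 0.000366, 0.000366 and 0.000488. The 13 of 13 on the right flank rests on values close to 0 in ParBF-3R*. With scaling by the median of distant bins both ParBF-3R* pairs fell below 0, which left 11 of 13 pairs above 0 and p = 0.000977, and with the window from 500 bp 12 of 13 pairs were above 0 with p = 0.000488, in the same two-sided exact permutation test. The alternative that moved the parSF value most was leaving out Rif replicate 1, which gave 4.29. The pairs with the lowest right flank ratios were those of ParBF-3R*, with log2 values of 0.07 without mVenus and 0.0014 with it. Without precipitation, the parSF window of the 10 inputs from chromosomal strains without high-copy parSF plasmids was at 0.611 to 2.63 times background. The right flank of the same inputs was at 1.01 to 1.14 times background. In the F1-10B input the right flank was at 0.623 times background. Depth without precipitation was thus less even there, which bears on the comparison of both molecules below.

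To compare both DNA molecules, depth was converted to ParB density, which is 0 at background and 1 at the right end of the parSF repeats. On F1-10B the mean density of the right flank was 0.255 (95% Poisson interval 0.253 to 0.256), and that of the left flank was 0.106. With parSF at xylE and 100 µM IPTG, right and left flank densities were 0.203 (0.203 to 0.204) and 0.153. ParBF binding above background extended 12 Kbp to the right and 3.5 Kbp to the left on F1-10B. On the chromosome it extended 9.5 Kbp on either side. With a threshold of 5 SD in place of 3 SD, the left extent on the chromosome was 7 Kbp. Fits of the power law with exponent 1.5 gave an amplitude A0 of 0.439 and a decay constant A1 of 0.102 per Kbp on F1-10B. For xylE::parSF the values were 0.453 and 0.190 per Kbp. Leaving the exponent free moved these values most: A0 became 1.12 on F1-10B and 1.11 on the chromosome. Both fits with a fixed exponent left residuals with a root mean square of 0.0631 on F1-10B and 0.0713 on the chromosome. With the exponent fixed, A1 differed more between F1-10B and the 100 µM library than between the Rif replicates. Those gave 0.181 and 0.124 per Kbp. Other chromosomal libraries were about as low as F1-10B, with 0.0998 in DLT2076 and 0.101 in Stat. Over the 11 chromosomal libraries other than ParBF-3R* and the titrated strains, A1 ran from 0.0998 to 2.82 per Kbp. These fits therefore show no difference in A1 between the molecules. With the exponent free A1 was 88.0 per Kbp on F1-10B and 36.7 on the chromosome, at fitted exponents of 0.261 and 0.366. Because the exponents differ, the order of these A1 values is not an order of decline.

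Orientation of parSF and the source of ParBF were varied at xylE. With parSF reversed, the right flank density was 0.402 (0.401 to 0.403) and the left flank density 0.283. The ratio of left to right density was 0.704 with parSF reversed. With parSF in the other orientation it was 0.753 at 100 µM IPTG. In the 5 other libraries of DLT2075 it was higher, at 1.03 to 1.28. The flank windows differ, from -5500 to -900 bp on the left and from 200 to 9000 bp on the right. The ratio therefore does not tell which side was higher at equal distance from parSF. With ParBF expressed in trans the right and left flanks had densities of 0.215 and 0.192. For ParBF-mVenus they were 0.125 and 0.108 in M9 medium and 0.0653 and 0.0907 in LB medium. In DLT3651, with locus A replaced, they were 0.142 and 0.158. On the right flank, the density in trans, in DLT3651 and with ParBF-mVenus in M9 differed from that of DLT2075 at 100 µM IPTG by less than the 1.63-fold difference between the Rif replicates, the M9 library only just so. With parSF reversed it was 1.98 times the reference, more than that fold, and with ParBF-mVenus in LB it was 0.321 times. The scale decided some of these comparisons, in an alternative chosen after the data were seen. With density set to 1 over the parSF window, the Rif replicates differed by 1.89-fold, and the reversed library, at 0.333 against 0.223 for the reference, no longer exceeded that. With density set to 1 at 200 to 260 bp, where the Rif replicates differed by 1.18-fold, the reversed library was at 1.21 times, in trans at 0.785 and ParBF-mVenus in M9 at 0.527, each beyond that fold, and DLT3651 was at 1.02. On the right flank, ParBF-mVenus in LB was lower by more than the Rif fold on all 3 scales. Its left flank was within that fold over the parSF window, at 1.71-fold against 1.78-fold. It was beyond the fold with density set to 1 at the repeats or at 200 to 260 bp. The left flank of DLT3651 was beyond it at 200 to 260 bp, at 1.51-fold against 1.11-fold. With the exponent fixed and over 0 to 10 Kbp, ParBF-mVenus in LB gave the highest A1 among libraries with density on the flanks outside the titrated strains, 2.82 per Kbp. The M9 library gave the next highest, 0.770 per Kbp. This order depends on the fit. Over 0.5 to 9 Kbp the M9 value, 0.442, was above the LB value, 0.406. With the exponent free they were 3.10 and 10.4, at fitted exponents of 0.868 and 0.863. Rif replicate 1 gave 94.6 at an exponent of 0.382, which is not on the same scale.

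**Figure D1:**
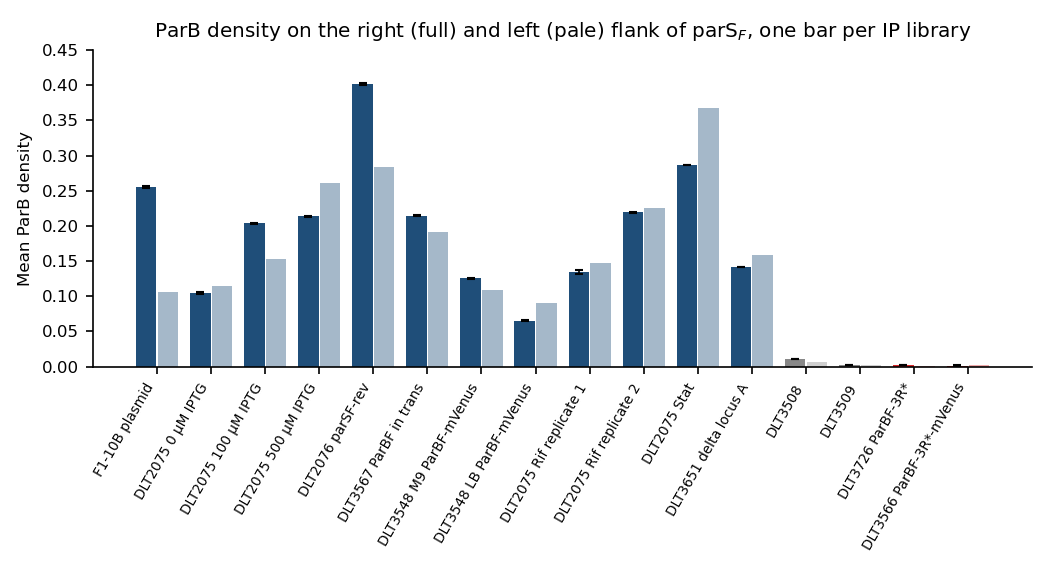
Mean ParB density (no unit, 1 at the right end of parSF) on the right flank (full bars) and the left flank (pale bars) for each of the 16 IP libraries, with strains carrying high-copy parSF plasmids in grey and ParBF-3R* strains in red. Error bars on the right flank are 95% Poisson intervals for counting error only; the ParBF-3R* bars lie near 0 and the right flank bars of the other chromosomal strains outside titration reach 0.0653 to 0.402.

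IPTG dose asked whether the profile depends on the amount of ParBF. Without IPTG, the right flank density was 0.104 (0.103 to 0.105), 0.512 times the value at 100 µM. At 500 µM it was 0.213 (0.213 to 0.214), or 1.05 times that value. Set beside the 1.63-fold difference between the Rif replicates, the value at 0 µM was lower by more than the replicate spread on this scale and the value at 500 µM was not distinguishable from that at 100 µM. Density set to 1 at 200 to 260 bp instead of at the repeats moved the ratio at 0 µM most, to 0.751. The Rif replicates differed by 1.18-fold on that scale, and the value at 0 µM was lower by more than that. With background from the whole chromosome the ratio was 0.621, a 1.61-fold difference that was within the 1.66-fold between the Rif replicates, so the comparison depends on the background. Median chromosome depth was below the local background at 0 µM (870 against 1221) and at 100 µM IPTG (1276 against 1737). In the 100 µM input it was 122 against 166, so this setting leaves unprecipitated depth in the density. Left flank densities were 0.115, 0.153 and 0.261 at 0, 100 and 500 µM. The first differs from that at 100 µM by 1.34-fold, less than the 1.53-fold between the Rif replicates on that side. The last is 1.71 times the value at 100 µM, which is more. With density set to 1 over the parSF window it was 1.54 times, less than the 1.78-fold between the replicates. Binding above background reached 9.5 Kbp to the right at 0 and 100 µM and 16.5 Kbp at 500 µM. To the left it reached 5.5, 9.5 and 18 Kbp. The Rif replicates themselves differed in extent, with 7 and 16.5 Kbp on the left and 11.5 and 15.5 Kbp on the right.

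High-copy parSF plasmids were used in the study to lower the amount of available ParBF further, an amount that the depth does not measure. Because parSF reads can also come from the plasmid, the right flank was set against background: the signal, depth over background minus 1, was 7.27 in DLT2075 at 100 µM IPTG. In DLT3508 it was 0.796 (95% Poisson interval 0.783 to 0.809) and in DLT3509 0.807 (0.788 to 0.826). These are 9.13-fold and 9.01-fold below the reference. The alternative that moved these ratios most was the density scale, added after the data were seen, on which the values were 0.0105 and 0.00213. They were 19.3-fold and 95.6-fold below the reference. The right flank stood at 1.80 times background in DLT3508 and at 1.81 times background in DLT3509. Rif replicates, without any titration, were at 1.81 and 7.28 times background, the lower of which was almost the same as in the titrated strains. In the inputs of DLT3508 and DLT3509 the parSF window was at 20.5 and 189 times background. Binding above background still reached 8 and 7.5 Kbp to the right.

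ParBF-3R*, in which arginines of the box II motif were replaced, asked whether that motif is needed for binding beside parSF. The mean right flank density was 0.00144 ± 0.000816 (SD, n = 2) for ParBF-3R*. For the other IP libraries of xylE::parSF without high-copy parSF plasmids it was 0.192 ± 0.0943 (SD, n = 11), with a range of 0.0653 to 0.402. The difference of -0.190 gave p = 0.0256 in a two-sided exact permutation test, the smallest p that 2 against 11 libraries allow. That test treats libraries of different conditions as exchangeable. Background from the whole chromosome moved the difference most, to -0.180 with the same p. Within the sequencing chips that held both kinds of library, 1 against 2 in each, the differences were -0.169 and -0.178. At parSF itself the ParBF-3R* libraries stood at 13.3 and 30.1 times background, inside the range of the other 11 libraries of 7.88 to 173. Their right flanks were at 1.01 and 1.04 times background and their binding extended 0.5 Kbp on either side, which is the resolution of the bins.

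**Figure D2:**
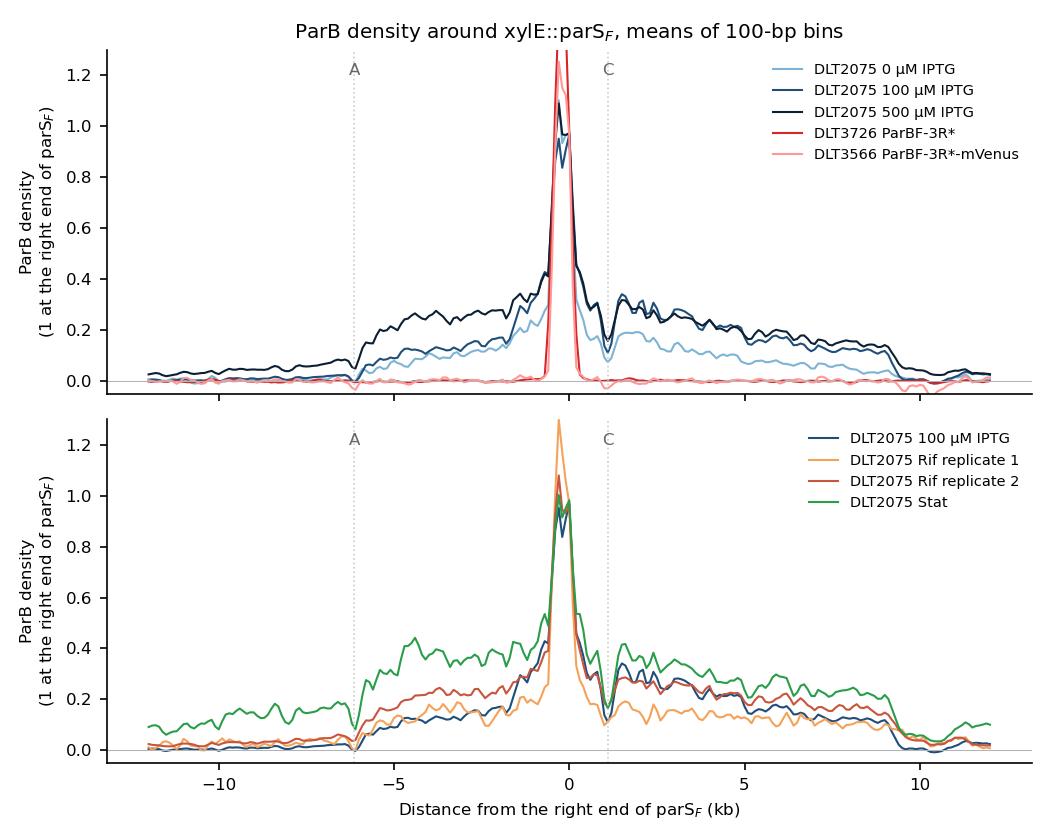
ParB density in means of 100 bp bins (vertical axis, no unit, cut above the repeats) against the distance from the right end of parSF in Kbp (horizontal axis), each line being 1 IP library and dotted lines marking loci A and C. Above, IPTG doses and ParBF-3R*, whose right flanks average 0.00202 and 0.000863; below, Rif and Stat beside 100 µM IPTG.

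Whether dips and peaks kept their places was examined by correlating each density profile over the right flank with that of DLT2075 at 100 µM IPTG. These coefficients are across positions of a pair of libraries, positions are not independent replicates, and no p is given. Pearson's r was 0.959 at 0 µM IPTG, 0.975 at 500 µM, 0.967 with parSF reversed, 0.958 in trans, 0.963 in Stat and 0.975 in DLT3651. For ParBF-mVenus it was lower, 0.794 in LB and 0.887 in M9. The titrated strains had r of 0.946 (DLT3508) and 0.935 (DLT3509). Rif replicates 1 and 2 had 0.848 and 0.964, and 0.896 with each other. ParBF-3R* profiles had the lowest values, 0.424 and 0.286, and the F1-10B profile had 0.790. Over the 10 chromosomal libraries with ParBF or ParBF-mVenus outside the titrated strains, the median r was 0.961. Dividing each profile by its own fitted decline, which removes the part of the decline that the power law describes, moved this most, to 0.801. On that scale F1-10B had 0.288 and ParBF-mVenus in M9 had 0.351.

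Locus C is a promoter region at xylE, with its minimum 1091 bp to the right of parSF in DLT2075 at 100 µM IPTG. Over the 10 other libraries, density there was lower than in windows 500 bp away in 10 of 10. The mean log2 ratio was -0.98 ± 0.23 (SD, n = 10), with values from -1.38 to -0.73. A two-sided exact sign-flip permutation test gave p = 0.00195, the smallest the design allows. Taking the ratio of IP to input at each position, possible in 7 libraries, moved the mean most, to -1.10. The same ratio was -1.44 and -0.63 in the ParBF-3R* libraries, which have almost no ParB density on this flank. The -1.44, without mVenus, came mostly from the input, with raw log2 depth of 1.31 in input and -0.10 in IP. With mVenus these were 0.05 and -0.58. Locus A, the promoter region of yjbE, had its minimum at -6130 bp. There, 4 of 9 libraries were at or below background and gave no log2 value. The other 5 averaged -1.52 ± 0.31 (SD, n = 5), and the exact sign-flip permutation test gave a two-sided p of 0.0625, which is the smallest that 5 libraries allow, so the test cannot pass 0.05. As a difference of densities, an alternative added after the data were seen, all 9 libraries were lower at locus A, by a mean of -0.0543 ± 0.0352 (SD, n = 9, p = 0.00391, two-sided exact sign-flip permutation test, the smallest p that 9 libraries allow). On that scale ParBF-3R*-mVenus, with almost no ParB density on this flank, gave -0.0376, inside the range of the 9, and ParBF-3R* gave -0.00179. In DLT3651, where locus A was replaced, the log2 ratio at this distance was -0.094. This is 1 library, and its difference from the others was not tested. Raw depth also fell at both loci in libraries without ParBF on these flanks: the 3 such IP libraries averaged -0.39 at locus C and -0.46 at locus A.

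**Figure D3:**
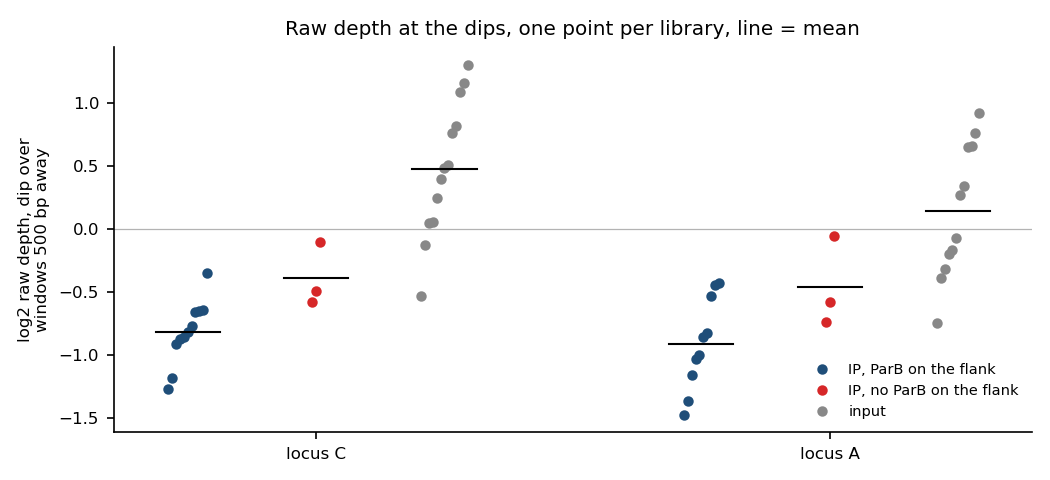
Log2 of raw depth at locus C and at locus A over windows 500 bp away (vertical axis), 1 point per library, with lines for means: IP libraries with ParBF on the flank (blue, DLT2075 at 100 µM IPTG included), the 3 IP libraries without it (red) and inputs (grey). DLT3651 is left out at locus A. At locus C inputs spread from -0.53 to 1.31, above most IP libraries.

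Rifampicin was used to ask whether active transcription shapes the profile. Right flank densities were 0.135 and 0.219 in the 2 Rif libraries, a mean of 0.177 ± 0.0598 (SD, n = 2), against 0.203 without Rif. The ratio of 0.869 ran from 0.661 with replicate 1 alone to 1.08 with replicate 2 alone. On the left flank the mean was 0.187 ± 0.0551 (SD, n = 2), 1.22 times the value without Rif. Both differences were smaller than the spread of the replicates on this scale. With density set to 1 at 200 to 260 bp the left flank ratio was 1.45, more than the 1.11-fold between the replicates. At locus C the log2 ratios with Rif were -0.76 and -0.75, shallower than the -1.47 of the library without Rif that placed the dip. At 500 µM IPTG, without Rif, the value was -0.93. No test was run on 2 libraries against 1.

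Stationary phase was compared for binding at greater distance. In Stat, binding above background extended 19 Kbp on both sides. The mean density from 7 to 18 Kbp on the left was 0.0881 in Stat, 0.00528 at 100 µM IPTG and 0.0194 ± 0.00158 (SD, n = 2) with Rif. From 11 to 18 Kbp on the right it was 0.0438, 0.0112 and 0.0132 ± 0.00133 (SD, n = 2). Stat was thus 16.7 times the 100 µM value on the left and 3.90 times on the right, and 4.54 and 3.32 times the mean with Rif. At 500 µM IPTG these densities were 0.0276 on the left and 0.0144 on the right, and Stat was 3.19 and 3.04 times those. Rif replicates differed by 1.12-fold and 1.15-fold in these windows. Their mean on the left was 3.67 times the 100 µM value, beyond that fold, and below the value at 500 µM without Rif. With background from the whole chromosome it was 1.42 times, against 1.31-fold between the replicates. On the right the ratio with Rif changed from 1.18 to 0.635, so these distal ratios depend on the background. On the left the 100 µM value moved from 0.00528 to 0.0127 and the Rif mean from 0.0194 to 0.0181. In the 100 µM input the local background was 166 against a chromosome median of 122. In the Rif inputs it was 119 against 118 and 245 against 250. The whole-chromosome setting thus lies below the unprecipitated level near parSF at 100 µM IPTG and close to it with Rif. Background from the whole chromosome moved the left ratio of Stat to 100 µM most, to 6.99. Nearer to parSF, the right flank density in Stat was 0.287 (0.286 to 0.287), 1.41 times the value at 100 µM, which is less than the fold between the Rif replicates. The left flank density was 0.368, or 2.40 times the value at 100 µM, which is more than that fold.

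Outside the parSF region, enriched bins of 1000 bp were counted to ask whether ParBF binds elsewhere. At 2 times the median ratio of the pair, 7 distinct bins were found in 6 of 13 pairs, and 2 of them in more than 1 pair. At 1.5 times, the threshold that moved the count most, there were 247 bins. At 3 times there was 1. Pairs differ in input depth, from 115 to 355, and DLT3508, which has the lowest input depth, gave the most bins, 5, while Rif replicate 1, with an input depth of 122, gave 0. Of the 5 bins with the highest mean log2 ratio over the 12 pairs with parSF on the chromosome, the highest was at 2840001 to 2841000 of the strain reference. Its mean log2 ratio was 0.65 ± 0.73 (SD, n = 12), and its highest value was 2.44, in DLT3651. It exceeded the 2-fold threshold in 4 pairs. The others started at 1800001, 2235001, 1989001 and 1557001, with mean log2 ratios of 0.38, 0.36, 0.35 and 0.35, against an SD of 0.20 over all 4509 bins. No p was computed for bins chosen as the highest.

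**Figure D4:**
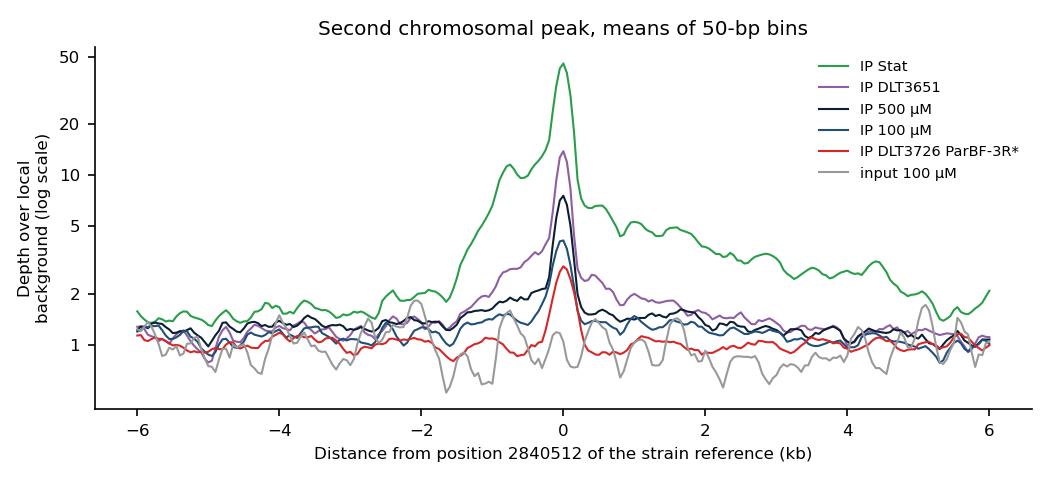
Depth over local background (vertical axis, log scale, means of 50 bp bins) against the distance in Kbp from position 2840512 of the strain reference (horizontal axis), each line being 1 library. The window of 201 bp around this position averages 40.7 times background in Stat, 12.1 in DLT3651, 6.79 at 500 µM IPTG, 3.82 at 100 µM IPTG and 2.71 in DLT3726 (ParBF-3R*), and 1.00 in the input at 100 µM IPTG.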

Values the study reported

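On F1-10B, the study described a ParB pattern that extended over 18 Kbp of DNA beside parSF. With parSF on the chromosome, the enrichment covered 15 Kbp, of which about 9 Kbp lay to the right and 6 Kbp to the left. The study reported that the profile ended 9 Kbp to the right of parSF at each of its IPTG levels. Its fit gave an amplitude κ of 0.41 for both the F plasmid and the chromosomal insertion. Signals of the strains with high-copy parSF plasmids were rescaled in the study by factors of 10 and 50. A dip about 1 Kbp downstream of parSF was said to span about 300 bp. In stationary phase, binding was described as reaching about 18 Kbp on both sides, a zone of about 36 Kbp.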

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

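The tests in this part were chosen after the result they bear on had been seen, except the differences within sequencing chips, which were planned before, though what they would show if the chip were the cause was written down after. No group had enough libraries to look for a library far from the rest of its group.

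The change from input to IP on the right flank differed between ParB alleles. Over the pairs with parSF on the chromosome and without high-copy parSF plasmids, the mean log2 ratio of IP to input was 0.035 for ParBF-3R* (n = 2) and 2.54 for the others (n = 8). The difference of -2.50 gave p = 0.0444 in a two-sided exact permutation test, the smallest p this design allows. The highest ParBF-3R* value, 0.07, lay below the lowest of the others, 0.82. A precipitation that failed would leave the parSF peak of ParBF-3R* below those of all other libraries. The lower of its parSF depths was 13.3 times background, above the 7.88 of Rif replicate 1, which argues against it. A difference between sequencing chips would vanish within a chip. Within the chips holding both alleles the right flank densities differed by -0.169 and -0.178, and the SD of the ParBF-3R* densities was 0.000816, which argues against the chip. The allele itself stays as the explanation that the design names, with 2 libraries and no replicate of either ParBF-3R* strain. A difference in the amount of ParBF-3R* was not tested here, since the depth carries no measure of it. From Western blots, the study reports both ParBF-3R* forms in excess, relative to the ratio of ParBF to parSF of the F plasmid.

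A peak away from parSF appeared in libraries that had no input and so entered no ratio of IP to input. At position 2840512 of the strain reference, in the window of 201 bp around the maximum of the bin that ranked highest in the pairs, depth was 40.7 times local background in Stat (95% Poisson interval 40.2 to 41.3), 6.79 (6.60 to 6.98) at 500 µM IPTG and 1.31 (1.23 to 1.39) at 0 µM IPTG. The 13 inputs, which serve as controls, stood at 0.816 to 1.08. Among libraries with inputs, DLT3651 reached 12.1, DLT2076 4.55, DLT2075 at 100 µM IPTG 3.82, DLT3726 (ParBF-3R*) 2.71, DLT3567 2.59 and DLT3566 (ParBF-3R*-mVenus) 1.73. In all, 15 of 16 IP libraries were above every input, and ParBF-mVenus in LB, with 1.06, was not. The IP of the strain with parSF on F1-10B had 1.57 (1.48 to 1.65) after its reference was aligned to the others by depth, so xylE::parSF is not needed for a value above the inputs. Reads from parSF placed at this position would give the highest second peaks where parSF depth is highest. DLT3509 has the highest parSF depth, 720 times background, and its second peak was 1.43. Of the 12 other chromosomal libraries with less parSF depth than both titrated strains, 8 had a higher second peak than either, which argues against misplaced parSF reads. Sequence recovered more in any precipitation, whatever ParB is bound, would give no relation to the ParB signal at xylE. Over the 15 IP libraries with parSF on the chromosome, Spearman's rho with the right flank depth over background was 0.632 (permutation p = 0.0135, 0.0202 after Benjamini-Hochberg adjustment over the 3 relations computed), and Pearson's r was 0.966 (p = 0.00022). Without Stat and DLT2076, the libraries farthest from the median, r was 0.718 and rho was 0.451 with p = 0.123. The rank relation rests on those libraries, and such recovery cannot be told apart from ParB binding by this test. No chip held 6 of these libraries, so the relation could not be computed within chips.

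Another explanation for that peak is a sequence that ParB binds as it binds parSF, with binding to the DNA around it. It predicts that depth 300 to 1500 bp from the peak rises with the peak and stays at background for ParBF-3R*. Spearman's rho of the surrounding depth with the peak was 0.746 (permutation p = 0.0022, adjusted 0.0066) and Pearson's r was 0.996. Without Stat and DLT3651 r was 0.886 and rho was 0.610 with p = 0.0307. Surrounding depth was 6.60 times background in Stat, 2.22 in DLT3651 and 1.61 at 500 µM IPTG. In the ParBF-3R* libraries it was 0.976 and 1.03, and the highest input value was 1.04. These values are consistent with such a sequence, as a hypothesis found and tested on the same data. Which sequence lies there was not examined, as no annotation of these references was used.

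The contigs of the high-copy parSF plasmids, which enter no comparison of the report, showed a local excess in IP. The highest depth over the median depth of the plasmid was 2.40 in the IP of DLT3508 against 1.49 in its input. In DLT3509 it was 5.27 against 1.34. On an expression plasmid without parSF the input of DLT3726 reached 2.79, and the other inputs of expression plasmids at most 1.40. The 2.40 of DLT3508 thus lies within values seen without parSF and without precipitation. Unlike the expression plasmids, these plasmids carry parSF, so the peaks may be ParBF bound to plasmid parSF, and no test separates that from other causes in single libraries. The same reads bear on the chromosomal peak of these strains. If reads of plasmid parSF were placed on the chromosome, the inputs of these strains would exceed background at parSF. They did, at 20.5 times background in DLT3508 and 189 times in DLT3509, while inputs of the other chromosomal strains were at 0.611 to 2.63. For DLT3508 and DLT3509 the chromosomal parSF depth is therefore a mixture, and densities set to 1 there are too low by an amount that these data do not give.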

How the results depend on the processing

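The tests of Rif against 500 µM IPTG, differences of densities, the density scale for titration, a free exponent from 0.5 to 9 Kbp, other scales for flank densities of single strains, and comparisons with the Rif fold under each setting were chosen after the data were seen, and all other alternatives in this part before. No tested result changed direction under any alternative run. Some ratios close to 1 crossed it: 500 over 100 µM IPTG was 0.949 with density set to 1 over the parSF window, and Rif on the right flank was 1.03 with density set to 1 at 200 to 260 bp. With the exponent free, A1 was higher on F1-10B than on the chromosome, but the fitted exponents differed, so these values have no common scale. ParBF-3R* profile correlations fell to -0.0252 without mVenus when divided by the fitted decline and to -0.00952 with mVenus as Spearman's rho over 250 bp bins. Of the main results under these alternatives, 80 values kept their direction and their side of the threshold or moved by less than the spread of replicates, 3 passed a threshold they had not passed, 2 no longer passed it and 25 moved by more than that spread. The 80 include 8 titrated signals, which say nothing about stability, because the SD of the Rif replicates, 1.09 times their mean, exceeds any possible fall of these ratios. On the density scale the ratio to 100 µM IPTG was 0.0517 in DLT3508, and in DLT3509 it fell from 0.111 to 0.0105. Without them, 72 remain.

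IP against input kept its calls, though on the right flank the ParBF-3R* pairs fell below 0, both with median scaling and 1 with the window from 500 bp. The tests in the report use the pairing of IP with its input; with no replicate block, means were unchanged at 4.15 for parSF, 1.88 for the right flank and 1.90 for the left flank, with two-sided permutation p of 4e-05, 2e-05 and 2e-05. Dropping the pairing changed no call. Scaling by the median of distant bins gave 4.09, 1.82 and 1.85. Leaving out each Rif pair in turn gave 4.08 to 4.29, 1.80 to 1.96 and 1.81 to 1.98. The ParBF-3R* difference ran from -0.192 with scaled input as background to -0.180. Leaving out each ParBF-3R* library gave -0.191 and -0.190 with an exact permutation p of 0.167, which is the smallest that 1 against 11 libraries allow in a two-sided test, so the loss of the call follows from the smaller number of libraries.

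For results without a test, setting density to 1 at 200 to 260 bp gave 0.751 for 0 over 100 µM IPTG. That ratio was 0.621 with whole-chromosome background, where the difference no longer exceeded the fold between the Rif replicates, and the left flank ratio with Rif, 1.45 with density set to 1 at 200 to 260 bp, did exceed it. It gave distal ratios in Stat of 13.6 (left) and 3.19 (right) over 100 µM and 3.03 and 2.22 over Rif. With background from the whole chromosome those ratios were 6.99, 2.41, 4.93 and 3.79, and with density set to 1 over the parSF window the left ratio over Rif was 4.99. These moves are judged against the small spread of the Rif replicates in distal windows. Set against 500 µM IPTG, the left flank ratio with Rif was 0.713 and the difference in the log2 dip at locus C was 0.18. Set against 100 µM with whole-chromosome background, that difference was 0.65, where the report's setting gave 0.72. The cause was not tested. Leaving out each Rif replicate gave 0.661 to 1.08 on the right flank and 0.964 to 1.47 on the left. Divided by the fitted decline, the median profile correlation was 0.801, where the fitted part of the shared decline no longer counts.

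Power-law values depended on the fit. With the exponent free, A0 and A1 were 1.12 and 88.0 per Kbp on F1-10B and 1.11 and 36.7 per Kbp on the chromosome, and over 0.5 to 9 Kbp with the exponent fixed the chromosome gave 0.330 and 0.0961. The free exponent was 0.261 to 0.868 in 11 libraries over 0 to 10 Kbp, and over 0.5 to 9 Kbp the fit ran to a limit in 11 of 12. At locus A, log2 dips were -1.71 with 200 bp windows (n = 6) and -0.88 for IP over input (n = 6), each with a two-sided exact permutation p of 0.0313, and differences of densities gave -0.0543 (n = 9, exact permutation p = 0.00391). More libraries gave a value there than the 5 of the report, so a smaller p was possible. The ParBF-3R* libraries gave -1.05 and -0.35 for IP over input at locus A and differences of densities of -0.00179 and -0.0376. These measures thus also fell without ParB density on the flank. Without mVenus the -1.05 came mostly from the input, with raw log2 depth of 0.925 in input and -0.057 in IP. With mVenus raw depth fell in both, to -0.387 in input and -0.741 in IP. Bins away from parSF numbered 247 (37 in 2 or more pairs) at 1.5 times the median, 1 (0 in 2 or more) at 3 times and 29 with 500 bp bins. The lowest input depths, 115 in DLT3508 and 122 in Rif replicate 1, went with 5 and 0 bins at 2 times the median. Simulated 3-fold bins in DLT3508, as Poisson counts at its mean depth, were recovered to 100%. Counting error alone would thus not hide bins of that size there. Other unevenness of real libraries was not simulated, so missed or false calls from it cannot be judged. Among values of single libraries, 137 stayed and 61 moved, mostly fits and correlations divided by the decline.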

Other observations

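In this part the tests of library recovery at the dips, of weak precipitation, of the background in Stat and of the Rif difference were chosen after the results had been seen, and those of a background set too high, of an exponential decline and of reads drawn to parSF before.

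Some values differ from those quoted from the study. Binding at 100 µM IPTG extended 9.5 Kbp to the left here. That is higher than the value quoted from the study above. At 500 µM IPTG the right extent was 16.5 Kbp. That also is higher than the value quoted above, and extents depend on the rule that ends them. On the density scale the titrated right flanks were 19.3-fold and 95.6-fold below 100 µM IPTG. Both are higher than the factors quoted above, and the study chose its factors so that curves overlap. The study described no other difference between input and IP on the chromosome, whereas the peak at position 2840512 stood above the inputs in most IP libraries.

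The dips at loci A and C may come in part from uneven recovery of these sequences in library preparation. Libraries without ParBF on this flank, both ParBF-3R* libraries and the chromosome of the F1-10B strain, would then dip as deeply in raw depth as the others. At locus C their mean was -0.39 ± 0.25 (SD, n = 3) against -0.77 ± 0.22 (SD, n = 10), with a two-sided exact permutation p of 0.042 and 0.0839 after adjustment over both loci. At locus A it was -0.46 ± 0.36 (SD, n = 3) against -0.85 ± 0.33 (SD, n = 9), with an exact permutation p of 0.127. Without adjustment the test at locus C would have passed 0.05, and the adjusted value was adopted after both were seen. In the ratio of IP to input, the ParBF-3R* libraries also dipped, by -1.44 and -0.63 at locus C and -1.05 and -0.35 at locus A. Without mVenus this came mostly from a raised input, since raw IP depth was only -0.10 at locus C and -0.06 at locus A. With mVenus raw IP depth was -0.58 and -0.74. The inputs went the other way at locus C, with raw depth higher at the dip in 11 of 13, and spread from -0.53 to 1.31. Recovery thus varies between libraries by as much as the dips, and for both loci a share of the dip due to recovery cannot be told apart from lower ParBF binding with 3 control libraries. In DLT3651 the dip at the replaced locus A was absent, as a single library.

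Right flank profiles declined at different rates. The density at 6 to 9 Kbp over that at 1.5 to 3.5 Kbp ran from 0.154 in ParBF-mVenus in M9 to 0.711 in Rif replicate 1, with an SD of 0.181 over 13 libraries against 0.0316 between the Rif replicates. A background set too high would make weak profiles look steep. With the background of the whole chromosome, which is lower in all these libraries except the Rif replicates, the SD was 0.146, which is 5.19 times that of the Rif replicates under the same setting and argues against this as the whole cause. Weak precipitation would make the ratio rise with flank depth over background. Spearman's rho was 0.505 (permutation p = 0.0793, n = 13, adjusted 0.0793) and Pearson's r was 0.452 (p = 0.0555), and without Stat and DLT2076 they were 0.455 and 0.397. Rif replicate 1, among the weakest at 1.81 times background, had the flattest profile. With these numbers weak precipitation cannot be told apart from differences between strains and media, and no chip held 6 of these libraries. The growth condition and the allele stay open and untested, with 1 library for each condition except Rif. The Rif ratios were 0.711 and 0.666. ParBF-mVenus has 1 library in each medium, with 0.154 in M9 and 0.362 in LB.

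The form of the decline depended on the range fitted. Over 0 to 10 Kbp the power law left a smaller residual than an exponential with as many parameters in 11 of 12 libraries. Over 0.5 to 9 Kbp it did so in 2 of 12 libraries, and there a straight line left the smallest residual in 9 of 12. The prediction made for an exponential decline, a smaller residual in most libraries over 0.5 to 9 Kbp, was met, but ratios of the residuals there ran only from 0.910 to 1.32, the wider range went the other way, and a straight line did better in most. These profiles therefore leave open which function describes the flank, and the choice to leave it open was made after the residuals were seen.

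The density far from parSF in Stat might arise if its background were set too low. The whole background of that library is 0.0056 on the density scale. The distal densities were 15.7 times that on the left and 7.83 times on the right, which argues against this. Growth phase stays as the difference that the design names, in 1 library, and the left distal density at 500 µM IPTG, 0.0276, was also above that at 100 µM.

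The Rif replicates differed by 1.63-fold in right flank density. If only the share of background reads differed, subtracting background would remove the difference. Part of it went: right flank depth over background differed by 4.03-fold and the density by 1.63-fold. Counting intervals of 0.132 to 0.137 and 0.218 to 0.220 do not overlap. They cover counting error only, so they cannot tell whether the rest exceeds the spread between cultures. The fold was 1.18 with density set to 1 at 200 to 260 bp and 1.89 over the parSF window, so much of it depends on the depth at the repeats. No biological explanation was tested. The same libraries had a nearly flat chromosome, with highest over lowest regional depth of 1.05 and 1.08 in IP and 1.04 and 1.05 in input, while Stat had 1.67 and the other 13 IP libraries 1.82 to 2.45.

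The share of depth on the expression plasmids was lower in IP than in input in 5 of 5 pairs, with ratios of 0.295 to 0.854. An exact sign-flip permutation test gave a two-sided p of 0.0625, the smallest that 5 pairs allow. Reads drawn to the parSF region in IP could lower the share of everything else. With the 50 Kbp on either side of parSF left out, the ratios ran from 0.295 to 0.859, which argues against this as the cause. Loss of small plasmid DNA during precipitation was not tested, and no biological explanation was tested.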
